A study of Homo sapiens with 17 samples. Its data were reported in "A predominant enhancer co-amplified with the SOX2 oncogene is necessary and sufficient for its expression in squamous cancer" (2021).

How the data were processed

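RNA sequencing of poly-A RNA was analysed for 17 libraries of human squamous cancer cell lines, 13 from KYSE140 (an esophageal squamous cell carcinoma line) and 4 from SKMES1 (a lung squamous cell carcinoma line). The authors purified poly-A RNA, prepared directional libraries, aligned reads to the hg19 genome with Bowtie2 and quantified GENCODE genes with RSEM, which shares a read that fits several genes among them. Versions and the strand setting of RSEM were not stated. Each deposited table held an expected count per gene, that is, the read count estimated by RSEM, not normalized between libraries. Each deposited table also held TPM (a share of transcripts on a fixed total), which the authors' RSEM run corrected for effective length and scaled within each library. Effective length was estimated per library, so a TPM ratio and a ratio of expected counts of one gene can differ. A further deposited measure, FPKM, was not used here. All tables listed the same 57820 genes, and in each library from 7.41% to 10.02% of them had an expected count that was not whole, which marks genes that share reads. Only 18140 to 21098 of the listed genes had any count in a library, so the share among genes with counts was larger.

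The total expected count per library ranged from 7260730 to 15781463. A gene with 3 counts stands at 0.19 to 0.413 CPM (counts scaled to the library total) at these depths, and lower levels were not measurable. Precision stated from depth covers counting error only. Replicates were different guide RNAs of one group, or cultures A and B for the drug treatment. All pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of their counts between 2.19 and 28.8, so each library was counted as 1 replicate.

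Groups came from the sample labels. Comparisons were e1 repression (CRISPRi with e1 guides against negative-control guides), SOX2 knockout (CRISPR with SOX2 guides against guides to AAVS1 and to a chromosome 2 site), ARV-771 against DMSO, and e1 activation (CRISPRa with e1 guides against negative-control guides, in SKMES1). Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM (trimmed mean of M values) scaling, filterByExpr with its default minimum count of 10 and minimum total of 15, and only the libraries of the groups compared. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Standard errors of log2 fold changes were the size of the log2 fold change divided by the square root of its F statistic. The difference between the effects of e1 repression and SOX2 knockout was tested as an interaction contrast over the 9 libraries of their 4 groups.

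Gene sets were the 1000 genes with the smallest adjusted p that fell (SOX2-activated) or rose (SOX2-repressed) in the SOX2 knockout fit. Enrichment was tested with fgsea 1.28.0 with 10000 permutations of genes, on genes ranked by the signed square root of the quasi-likelihood F. The p of this test compares genes and not replicates, and its smallest possible value depends on how many permuted scores have the same sign. Sets were also tested with camera of limma 3.58.1, which allows for correlation between genes, and against 10000 random gene lists matched on mean expression.

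The genes named in the text followed a rule set before the data were examined. It comprised a fixed list (SOX2, SOX2-OT, FXR1, ATP11B, LINC01206, BRD2, BRD3, MYC, HEXIM1, TP63 and KLF5) and, in each comparison, the 3 risen and the 3 fallen named genes with the smallest p among those called and separated between groups in every library. A further gene of the list and a gene picked by the rule are not reported here, and counts over the list leave out the former. Gene coordinates came from GENCODE release 44 mapped to GRCh37, the build equivalent to hg19. By Ensembl identifier 55538 of the 57820 genes, or 96.1%, matched it. LINC01206 carried a clone name in the deposited tables and was matched by its identifier.

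Alternatives set before the data were examined were the edgeR exact test, the Wald test of DESeq2 1.42.0, RLE (median of ratios) factors, library size only, no filter on low counts, a mean of at least 50 counts, a fold change over 2 or no minimum, all 17 libraries in one fit, and limma with a trend on log2(TPM + 1) or log2(TPM + 0.1) for genes with a mean TPM of at least 1. Further ones were other gene rankings and set sizes, a replicate block, and leaving out each library. Pairing for the block came from guide numbers 1 and 2 in e1 repression and culture letters in ARV-771. Other groups compared did not share at least 2 replicate numbers. Scaling to mitochondrially encoded genes in the ARV-771 comparison was added after the data were seen, as was limma on TPM for the interaction.

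The quasi-likelihood, exact, DESeq2 and limma tests were checked on simulated data. These were drawn from the means, library sizes and dispersions of the real libraries, with 200 genes changed by a factor of 3. Changed genes were taken from those with a mean of at least 50 counts. For limma, counts scaled to the library total took the place of TPM. Among 13554 tested genes at the spread of e1 repression, the quasi-likelihood test recovered 198 of the 200 and called 7 unchanged genes. At the larger spread of e1 activation, among 14750 tested genes, it recovered 188 and called 25 unchanged genes, or 11.7% of its calls. In the same simulation the exact test recovered 192 and called 50 unchanged genes, or 20.7% of its calls. The interaction test recovered 195 of 200 changed genes among 13644. That simulation gave every library the dispersions of the e1 repression fit. The knockout fit had a larger biological coefficient of variation (0.0821 against 0.0474), so this recovery may be overstated.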

Results

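Gene expression was measured by RNA sequencing in 8 groups of libraries from the squamous cancer lines KYSE140 and SKMES1. The enhancer e1 is a noncoding element near SOX2, the gene of a transcription factor. In CRISPR interference (CRISPRi), an inactive Cas9 fused to repressors is brought to a site by a guide RNA. In CRISPR activation (CRISPRa), the inactive Cas9 carries activators. KYSE140 cells were given CRISPRi with e1 guides (2 libraries) or negative-control guides (2 libraries). They were also given active Cas9 with SOX2 guides 2, 3 and 4 (3 libraries) or with guides to AAVS1 and to a chromosome 2 site (2 libraries). Further KYSE140 cells were treated for 6 h with 0.5 µM ARV-771, a degrader of bromodomain proteins (2 libraries), or with DMSO (2 libraries). SKMES1 cells were given CRISPRa with e1 guides 1 and 3 (2 libraries) or negative-control guides (2 libraries).

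Total expected counts were 10926774 and 11331070 in the CRISPRi control libraries and 9081230 and 9983237 with e1 guides. They were 9251697 and 7260730 in the knockout controls and 13484784, 7264210 and 9983800 with SOX2 guides 2, 3 and 4. The DMSO libraries held 11474524 and 11572505 counts, and the ARV-771 libraries 10602155 and 13556938. The CRISPRa control libraries held 10144325 and 12710128 counts, and those with e1 guides 9009096 and 15781463.

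SOX2 (ENSG00000181449) lies on chromosome 3 from 181429713 to 181432224 in GRCh37, on the plus strand and inside the long noncoding RNA gene SOX2-OT (ENSG00000242808, 180707550 to 181554668, plus strand). They overlap on one strand, but the expected counts of both were whole in all 17 libraries, so no reads were divided between them. Whether each read was assigned to the right one of them was not tested and is uncertain. SOX2 stood at 379 and 365 TPM in the CRISPRi controls and at 120 and 128 TPM with e1 guides. It stood at 397 and 428 TPM in the knockout controls and at 103, 125 and 221 TPM with SOX2 guides 2, 3 and 4. The DMSO libraries had 236 and 223 TPM of SOX2, and the ARV-771 libraries 9.8 and 10.5 TPM. In SKMES1, SOX2 stood at 1.68 and 1.53 TPM in the controls and at 224 and 316 TPM with e1 guides. In each of the 4 comparisons, no library of one group overlapped the other group.

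**Figure D1:**
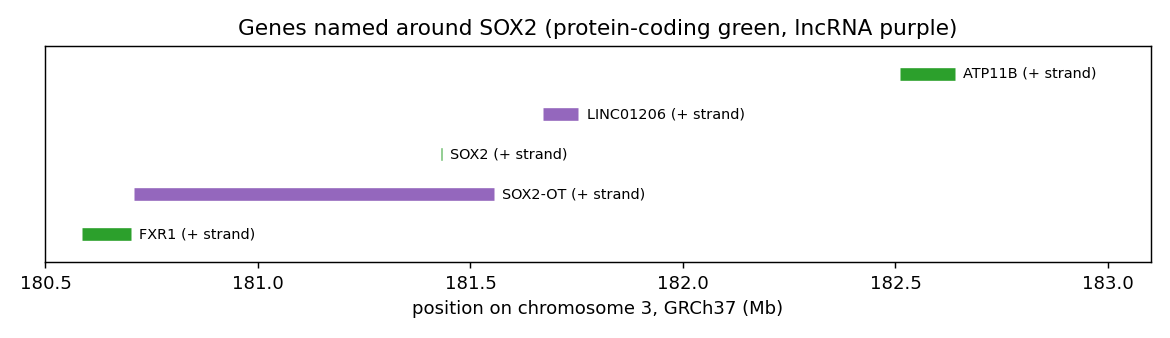
Positions in megabases on chromosome 3 (GRCh37) of SOX2, SOX2-OT, FXR1, LINC01206 and ATP11B, with protein-coding genes in green and long noncoding RNA genes in purple. SOX2 lies inside SOX2-OT.

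**Figure D2:**
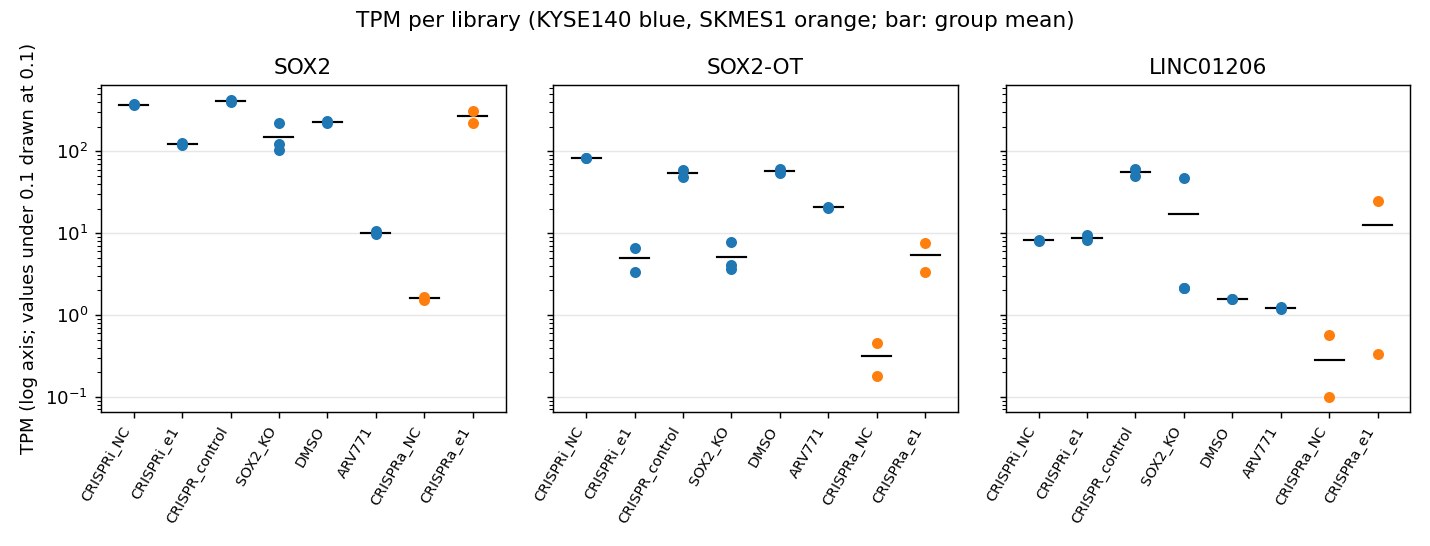
TPM on a log axis of SOX2, SOX2-OT and LINC01206 in each of the 17 libraries (points) by group, with the group mean as a bar and values under 0.1 drawn at 0.1. SOX2 was lower in every e1 repression, knockout and ARV-771 library than in its controls and higher in both e1 activation libraries, while LINC01206 stood at 47 TPM with knockout guide 4 and at 2.11 and 2.14 TPM with guides 2 and 3.

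The comparison of e1 guides with negative-control guides in KYSE140 asked which genes depend on the enhancer e1. SOX2 fell from 372 ± 10.3 TPM (SD, n = 2) to 124 ± 5.62 TPM (SD, n = 2). Its log2 fold change was -1.57 (SE 0.05), a fall of 66.3%, with a Benjamini-Hochberg adjusted p of 2.6e-12 in the edgeR quasi-likelihood test. Over all alternatives it stayed between -1.61 and -1.53. Of 13792 genes tested, 2764 (20%) were called, of which 1283 rose and 1481 fell. Without a minimum fold change the count was 6103, the alternative that moved it most. With guide numbers as a replicate block, 2807 genes were called (1308 risen, 1499 fallen) and the log2 fold change of SOX2 was -1.57. Libraries with the same guide number did not deviate together from their group means, with a correlation of 0.02 over 11145 genes.

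Among the 11 genes of the fixed list, 6 had an adjusted p under 0.05 when adjusted over the list alone and 6 when adjusted over all genes, and 4 were called. SOX2-OT fell from 84 ± 0.099 TPM (SD, n = 2) to 4.93 ± 2.23 TPM (SD, n = 2), with a log2 fold change of -4.46 (SE 0.12) and an adjusted p of 2.2e-13 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. MYC rose (log2 fold change 0.97, SE 0.06) and TP63 fell (log2 fold change -0.62, SE 0.05), with Benjamini-Hochberg adjusted p of 3.8e-09 and 8.5e-08 in the edgeR quasi-likelihood test. The other genes that the study linked to the enhancer cluster, FXR1 (chromosome 3, 180585929 to 180700541), ATP11B (182511291 to 182639417) and LINC01206 (181670131 to 181753432), changed by 0.04, 0.08 and -0.12 on the log2 scale, with edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.525, 0.155 and 0.343. The direction of FXR1 and of LINC01206 depended on the processing. On the TPM scale ATP11B was higher, by 0.42 in both limma fits, with Benjamini-Hochberg adjusted p of 0.00768 and 0.00783 by limma against 0.155 in the edgeR quasi-likelihood test, and remained under the minimum fold change. By the naming rule, the risen genes were VIM (log2 fold change 3.27) and KRT16 (3.67), and the fallen genes were CXCL14 (-5.41), COL15A1 (-5.84) and SCG2 (-5.64). Their Benjamini-Hochberg adjusted p in the edgeR quasi-likelihood test lay between 4.0e-17 and 3.2e-14. The expected counts of KRT16 were not whole in any library, so its reads were shared with other genes and its value is uncertain. With all libraries fitted together KRT16 was not called, at 3.66 with an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.134.

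The comparison of SOX2 guides with control guides asked which genes depend on SOX2 itself. SOX2 RNA fell from 412 ± 21.9 TPM (SD, n = 2) to 149 ± 62.7 TPM (SD, n = 3). The log2 fold change of SOX2 was -1.28 (SE 0.21), a fall of 58.8%, with a Benjamini-Hochberg adjusted p of 2.4e-04 in the edgeR quasi-likelihood test. Without guide 4 it was -1.63, the alternative that moved it most. Of 13978 genes tested, 4157 (29.7%) were called, with 2275 risen and 1882 fallen. The count without a minimum fold change was 7123. The split of calls depended on scaling. Risen genes made up 54.7% of calls with TMM, 36.2% with library size only (1703 risen, 2999 fallen), 38.9% with limma on log2(TPM + 1) (1477 risen, 2321 fallen) and 39.1% with limma on log2(TPM + 0.1) (1512 risen, 2353 fallen). With library size only, the median log2 fold change of genes with a mean of at least 50 counts was -0.21. The 10 genes with most counts held 9.83% to 10.74% of counts in knockout libraries, against 6.23% and 6.25% in their controls.

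Of the fixed list, 9 of 11 genes had an adjusted p under 0.05 over the list alone and 9 over all genes, and 4 were called. SOX2-OT fell (log2 fold change -2.88, SE 0.20) and TP63 fell (log2 fold change -1.22, SE 0.08), with Benjamini-Hochberg adjusted p of 1.9e-07 and 1.5e-07 in the edgeR quasi-likelihood test. HEXIM1 rose (log2 fold change 0.91, SE 0.09), with a Benjamini-Hochberg adjusted p of 2.9e-06 in the same edgeR quasi-likelihood test. LINC01206 differed between knockout guides and had a log2 fold change of -1.75 (SE 0.86), with an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.111. ATP11B was not called, at a log2 fold change of 0.29 with an edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 0.0108. With library size only it was 0.09. Both limma fits on TPM called ATP11B as risen, at 0.65, with Benjamini-Hochberg adjusted p of 0.00456 and 0.00454 by limma. By the naming rule, the risen genes were CLDN4 (log2 fold change 3.31) and KRT75 (5.74), and the fallen genes were SCG2 (-7.44), METTL7A (-4.44) and FREM2 (-4.65). Their Benjamini-Hochberg adjusted p in the edgeR quasi-likelihood test lay between 6.7e-11 and 1.9e-10.

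Effects of e1 repression and SOX2 knockout were set side by side to ask how far the enhancer and the gene share their targets. Across 13424 genes tested in both, log2 fold changes had a Spearman correlation of 0.54 and a Pearson correlation of 0.72. Genes are not independent replicates, so no p is given. Between single pairs of libraries the Spearman correlation ranged from 0.44 to 0.53 over 24 pairings. Over the 4787 genes called in either comparison it was 0.70, the alternative that moved it most. In total 1694 genes were called in both comparisons, where independent calls would give 758. Of these, 1630 (96.2%) changed in the same direction, 856 risen and 774 fallen, and 64 changed in opposite directions. With the replicate block in e1 repression, 1710 genes were shared. In the interaction test, 2397 of 14455 genes differed between the effects, 1187 higher and 1210 lower in e1 repression. With library size only, 2785 genes differed, of which 1883 were higher and 902 lower. All 64 genes called in opposite directions were called in the interaction test, which used the same libraries, so this outcome was largely fixed beforehand.

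**Figure D3:**
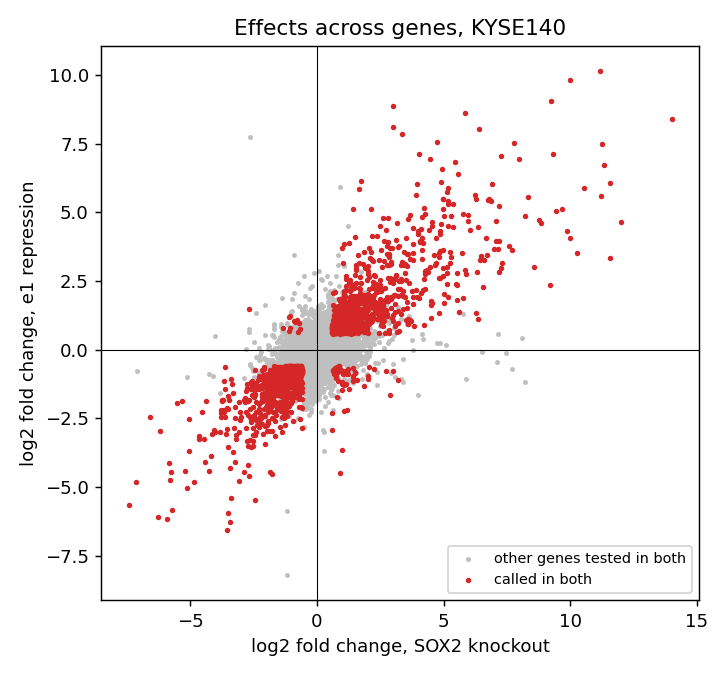
Log2 fold change of each of 13424 genes in SOX2 knockout (horizontal axis) and in e1 repression (vertical axis) in KYSE140, with the 1694 genes called in both in red. Most red points lie where both changes have the same sign.

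Sets of 1000 SOX2-activated and 1000 SOX2-repressed genes, taken from the knockout, were then tested in the other comparisons. In e1 repression the SOX2-activated set had a normalized enrichment score (NES) of -3.74 (permutation p 3.3e-04), and with the replicate block -3.67. Its median log2 fold change was -0.50, and 891 of 999 tested genes fell. The SOX2-repressed set had an NES of 3.69 (permutation p 1.4e-04), and with the replicate block 3.58. The correlation of same-numbered libraries was 0.02, as given above. The median log2 fold change of the SOX2-repressed set was 0.79, and 869 of 951 tested genes rose. No permutation reached either score, so each p was the smallest the permutations could give. Camera, which allows for correlation between genes, gave p of 0.05 and 0.0376 for the sets. Of the alternatives tested on all libraries, ranking by log2 fold change moved these scores most, to -3.17 and 3.31. In all, 6 set tests were made, with Benjamini-Hochberg adjusted permutation p from 4.1e-04 to 4.2e-04.

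The comparison of ARV-771 with DMSO asked how SOX2 and other genes respond to loss of bromodomain proteins. SOX2 fell from 230 ± 9.06 TPM (SD, n = 2) to 10.2 ± 0.523 TPM (SD, n = 2). Its log2 fold change was -3.77 (SE 0.07), a fall of 92.7%, with a Benjamini-Hochberg adjusted p of 1.9e-22 in the edgeR quasi-likelihood test, and it ranked 2 by p. The alternative that moved SOX2 most was scaling to mitochondrially encoded genes, at -4.85. Of 13500 genes tested, 7136 (52.9%) were called, of which 2857 rose and 4279 fell. With culture letters as a replicate block, 7090 genes were called (2830 risen, 4260 fallen) and the log2 fold change of SOX2 was -3.76. Cultures with the same letter did not deviate together from their group means, with a correlation of -0.03 over 10855 genes.

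The share of risen genes among the ARV-771 calls depended on scaling and on the minimum fold change. At a fold change over 2 with TMM it was 16.8% (641 risen, 3168 fallen). At a fold change over 1.5 it was 40% with TMM, 5.9% with library size only (381 risen, 6076 fallen), 1.89% with limma on log2(TPM + 1) (122 risen, 6324 fallen), 1.73% with limma on log2(TPM + 0.1) (113 risen, 6416 fallen) and 0.822% with scaling to mitochondrially encoded genes (79 risen, 9526 fallen). With library size only and with mitochondrial scaling, the median log2 fold change of genes with a mean of at least 50 counts was -0.45 and -1.07. Directions of ARV-771 effects below are relative to the TMM scale.

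Of the fixed list, 9 of 11 genes had an adjusted p under 0.05 over the list alone and 9 over all genes, and 8 were called. MYC fell (log2 fold change -4.75, SE 0.13), KLF5 fell (-2.50, SE 0.09) and HEXIM1 fell (-2.48, SE 0.11), with Benjamini-Hochberg adjusted p of 1.1e-19, 4.2e-17 and 1.2e-15 in the edgeR quasi-likelihood test. TP63 fell (log2 fold change -1.48, SE 0.05) and SOX2-OT fell (-0.86, SE 0.08), with edgeR quasi-likelihood Benjamini-Hochberg adjusted p of 4.6e-17 and 9.8e-10. Messenger RNA of the bromodomain genes BRD2 and BRD3 changed by -0.94 and -0.85 on the log2 scale and stayed negative under every alternative run for them. By the naming rule, the risen genes were TXNIP (log2 fold change 3.14), PPIA (1.10) and YBX1 (1.16), and the fallen genes were NEDD9 (-4.27), SOX2 and SLC38A2 (-3.63). Their Benjamini-Hochberg adjusted p in the edgeR quasi-likelihood test lay between 7.7e-23 and 2.1e-17. PPIA and YBX1 had expected counts that were not whole in any library, which makes them uncertain, and were not called with limma or with mitochondrial scaling. FXR1 (-0.00), ATP11B (0.48) and LINC01206 (0.36) were not called, with Benjamini-Hochberg adjusted p of 0.997, 1.5e-09 and 0.0861 in the edgeR quasi-likelihood test, and ATP11B was under the minimum fold change. The direction of these genes depended on the processing. With mitochondrial scaling all were called as fallen, at -1.08, -0.60 and -0.72, and FXR1 also with limma (-0.63).

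In ARV-771 the SOX2-activated set had an NES of 1.92 (permutation p 2.6e-04), and with the replicate block 1.91, where the correlation of same-lettered cultures was -0.03. Its direction depended on the processing: ranking by log2 fold change gave -0.55 and library size only gave -0.91. Among 10000 random gene lists matched on mean expression, 712 had a median log2 fold change at least as high as that of the set (0.28). The SOX2-repressed set had an NES of -1.68 (permutation p 1.6e-04), and with the replicate block -1.61. Camera gave p of 0.00905 and 0.425 for the sets.

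**Figure D4:**
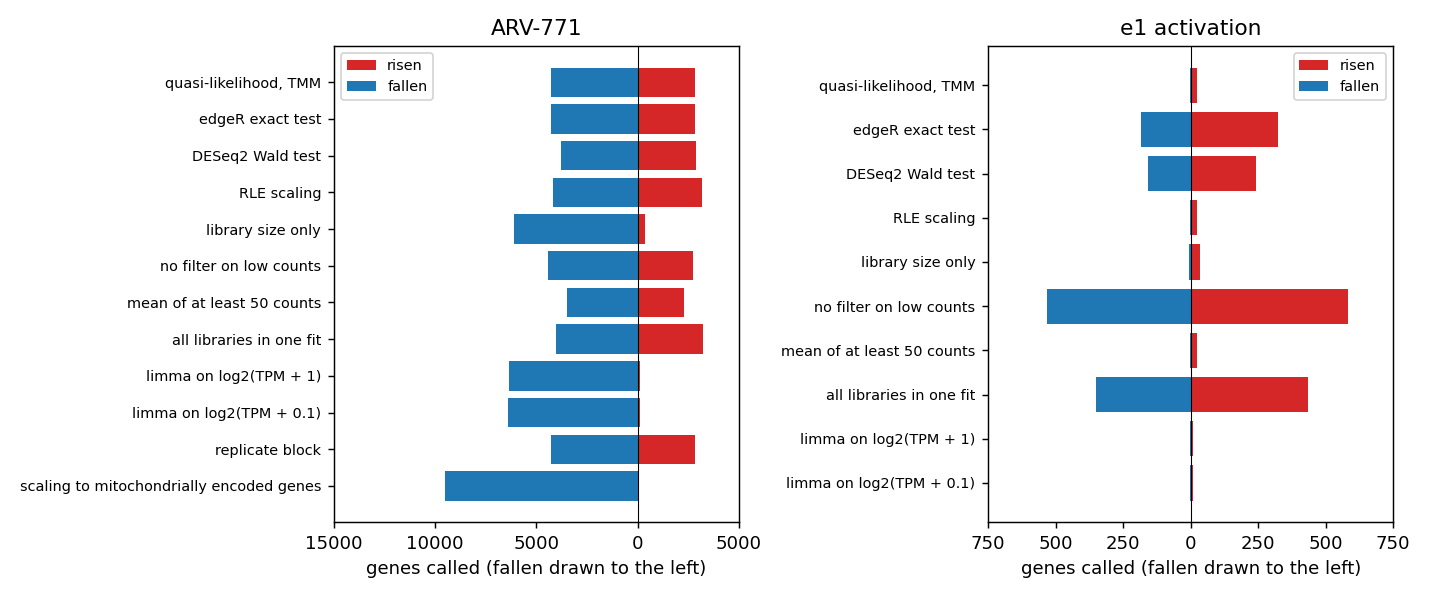
Numbers of genes called as risen (red, to the right) and fallen (blue, to the left) in ARV-771 (left panel) and in e1 activation (right panel) under each test, scaling, filter, unit and pairing setting, all at a fold change over 1.5. Among these settings, in ARV-771 the risen calls ranged from 79 to 3247, and in e1 activation the total of calls ranged from 8 to 1116.

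The comparison of e1 guides with control guides in SKMES1 asked whether activating e1 is enough to raise SOX2 and genes linked to it. SOX2 rose from 1.6 ± 0.106 TPM (SD, n = 2) to 270 ± 65 TPM (SD, n = 2). Its log2 fold change was 7.34 (SE 0.26), a 162-fold rise, with a Benjamini-Hochberg adjusted p of 0.00449 in the edgeR quasi-likelihood test. It ranked 1 by p. With limma on log2(TPM + 1), the alternative that moved it most, the value was 6.68. Of 14859 genes tested, 28 (0.188%) were called, of which 25 rose and 3 fell, and 2109 had an unadjusted p under 0.05. This count depended on the processing more than any other, and reached 1116 without a filter on low counts and 510 with the exact test. Risen genes made up 89.3% of the 28 calls. Their share was 63.7% with the exact test, 60.5% with DESeq2, 55.2% with all libraries fitted together and 52.2% without the filter. With limma on log2(TPM + 1) and log2(TPM + 0.1) it was 77.8% and 87.5%. The biological coefficient of variation was 0.166, against 0.0398 to 0.0821 in the KYSE140 comparisons.

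Of the fixed list, 2 of 11 genes had an adjusted p under 0.05 over the list alone, 1 over all genes, and 1 (SOX2) was called. SOX2-OT had 2 and 3 counts in the controls and 32 and 125 counts with e1 guides. Its edgeR quasi-likelihood Benjamini-Hochberg adjusted p was 0.0925 over all genes and 0.0026 over the list. It was called with the edgeR exact test (Benjamini-Hochberg adjusted p 1.9e-07), with DESeq2 (3.9e-05) and with all libraries in one edgeR quasi-likelihood fit (1.5e-04), and not with limma on TPM (0.237 and 0.229). No fold is given for it because both controls were at or under 3 counts. LINC01206 had 3 and 0 counts in the controls and 9 and 1787 counts with e1 guides 1 and 3, so its rise rested on 1 library. By the naming rule, the risen genes were SOX2, COL14A1 (log2 fold change 6.03) and SULF1 (3.62), and the fallen genes were CGB5 (-1.68), EHD2 (-1.15) and LOXL2 (-1.22). Their Benjamini-Hochberg adjusted p in the edgeR quasi-likelihood test lay between 0.00449 and 0.0371. CGB5 had expected counts that were not whole in any library and is uncertain. COL14A1, SULF1, EHD2 and LOXL2 were not called with limma on TPM.

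In e1 activation the SOX2-activated set had an NES of 1.38 (permutation p 4.2e-04) and the SOX2-repressed set an NES of -2.24 (permutation p 3.4e-04). The median log2 fold changes of the sets were -0.04 and -0.11, and 53.4% and 60.7% of their genes fell. Restricted to genes with a mean of at least 50 counts, the SOX2-activated score was -1.45. Without control guide 2, and with genes ranked by log2 fold change instead, the SOX2-repressed score was 0.84. Camera gave p of 0.812 and 0.531. Across 12855 genes, log2 fold changes of e1 activation and SOX2 knockout had a Spearman correlation of -0.03 and a Pearson correlation of -0.21. Over 24 pairings of single pairs of libraries the Spearman correlation ranged from -0.13 to 0.12, so the Spearman correlation over all genes did not exceed the spread between libraries. Over the 3576 genes called in either comparison the Spearman correlation was -0.20 and the Pearson correlation -0.29. The spread over single pairs of libraries was not computed for these or for the Pearson correlation over all genes. That Pearson correlation was -0.04 without CRISPRa control guide 2. Without any other library it was from -0.25 to -0.18, so it rested largely on that control library.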

Values the study reported

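The study reported a loss of about 93% of SOX2 expression in KYSE140 after ARV-771. For e1 repression it reported normalized enrichment scores of −2.06 for SOX2-activated and 1.85 for SOX2-repressed genes. For e1 activation in SKMES1 it reported a fold change of 162 for SOX2. The enrichment scores there were 1.43 for SOX2-activated and −1.30 for SOX2-repressed genes.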

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

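Of the tests in this part, the comparison of the control groups and its overlap with the interaction, the unit of expression and the test of reads shared by SOX2 and SOX2-OT were chosen only after the result was seen.

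A difference between the effects of e1 repression and SOX2 knockout was called for 2397 genes in the interaction test, although the effects correlated across genes. Gene length and GC content were tested as technical explanations. The interaction effect had a rank correlation of 0.02 with gene length and of -0.11 with GC share, so neither accounted for the pattern. The count was 2785 with library size only, and 2018 and 1950 with limma on log2(TPM + 1) and log2(TPM + 0.1). The control groups of the experiments, which differ in guide and in Cas9 form, were compared directly, and 1080 of 13566 genes were called between them. Of the 2310 interaction genes tested there, 415 (18%) were among them, where independent calls would give 184, and 346 of the 415 had the same sign in both tests. The control libraries enter both tests, so some overlap of this kind arises from their noise alone. A difference between the control groups may contribute to these 415 genes. For the other interaction genes no difference between the control groups was called, and whether cells or batches of the experiments respond differently was not tested.

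SOX2-OT fell more in e1 repression than in SOX2 knockout, with a difference of log2 fold changes of -1.56 (SE 0.30) and a Benjamini-Hochberg adjusted p of 0.00138 in the edgeR quasi-likelihood test. Scaling was tested with library size only, which gave -1.42. A single knockout guide was tested by leaving out each in turn, and the smallest difference was -1.20, still called. Library size and a single guide did not account for the pattern. On the TPM scale the difference was -0.68 with limma on log2(TPM + 1) and -0.70 on log2(TPM + 0.1), and it was not called (Benjamini-Hochberg adjusted p by limma 0.318 and 0.381). The unit of expression may therefore account for the pattern, and whether effective length or the spread of TPM was the reason was not tested. SOX2-OT stood at 84 and 84.1 TPM in the CRISPRi controls and at 49.2 and 59.3 TPM in the knockout controls. It stood at 6.51 and 3.36 TPM with e1 guides and at 4.09, 3.63 and 7.8 TPM with SOX2 guides. A difference between the control groups may therefore also contribute to the pattern. Reads of SOX2 divided with SOX2-OT did not account for it, since the expected counts of both were whole in all 17 libraries. Because of the dependence on the unit, no biological explanation is put forward.

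HEXIM1 rose after SOX2 knockout and changed little after e1 repression, with a difference of -0.85 (SE 0.12) and a Benjamini-Hochberg adjusted p of 1.3e-04 in the edgeR quasi-likelihood test. Library size only gave -0.71, and the smallest difference without a knockout guide was -0.81, both called. Limma on log2(TPM + 1) gave -0.65 (Benjamini-Hochberg adjusted p by limma 0.0164). HEXIM1 stood at 14.2 and 14.5 TPM in the knockout controls and at 19.2 and 19.7 TPM in the CRISPRi controls. It stood at 23.6, 24.1 and 22.9 TPM with SOX2 guides 2, 3 and 4 and at 20.7 and 19 TPM with e1 guides. A difference between the control groups may therefore contribute to the result for HEXIM1. TP63 fell less after e1 repression than after knockout, with a difference of 0.61 (SE 0.10) and a Benjamini-Hochberg adjusted p of 4.1e-04 in the edgeR quasi-likelihood test. Library size only gave 0.75, and limma on log2(TPM + 1) gave 0.70 (Benjamini-Hochberg adjusted p by limma 0.0228). Without knockout guide 2 the difference was 0.55 and with RLE factors 0.58, each under the minimum fold change, so the call of TP63 depended on that guide and on the scaling. For both genes a different response of the cells of each experiment was not tested, and a biological explanation could not be separated from it with these libraries.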

How the results depend on the processing

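All alternatives were chosen beforehand, except mitochondrial scaling and limma for the interaction, which were chosen after the result was seen. Leaving out a library was not run for counts of calls where it left 1 library in a group. No paired analysis was possible for SOX2 knockout and e1 activation because the groups compared share fewer than 2 replicate numbers.

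With a fold change over 2, the counts of called genes were 1526 in e1 repression, 2339 in SOX2 knockout, 3809 in ARV-771, 951 for shared calls and 1021 in the interaction, against 2764, 4157, 7136, 1694 and 2397 at the fold change of 1.5. With no minimum they were 6103, 7123, 3930 and 4010 in e1 repression, knockout, shared calls and interaction. These follow from the threshold. In e1 activation the count of 28 became 510 with the exact test, 400 with DESeq2, 1116 with no filter on low counts, 784 with all libraries in one fit, 9 with limma on log2(TPM + 1) and 8 with limma on log2(TPM + 0.1). All 28 genes were called in each of these but limma, which called 7 of them. The cause was not tested.

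The log2 fold change of SOX2 kept its direction in all 4 comparisons under every alternative. It kept its call under every alternative with a test, while fits that left 1 library in a group gave a value only. With both kinds it ranged from -1.61 to -1.53 in e1 repression, from -1.63 to -1.08 in knockout, from -4.85 to -3.69 in ARV-771 and from 6.68 to 7.57 in e1 activation. With the replicate block it was -1.57 in e1 repression and -3.76 in ARV-771.

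For gene sets, the SOX2-activated score in e1 activation was -1.45 with a mean of at least 50 counts. In ARV-771 it was -0.55 when ranked by log2 fold change, -0.91 with library size only and -0.91 with mitochondrial scaling. The SOX2-repressed score in ARV-771 was -1.17 (permutation p 0.144) with the top 200 genes. The cause was not tested. Leaving out each library, with genes ranked by log2 fold change, gave scores from -3.20 to -3.00 (activated) and from 3.14 to 3.38 (repressed) in e1 repression. It gave from 1.27 to 1.63 and from -2.47 to 0.84 in e1 activation, and from -0.57 to -0.52 and from -1.37 to -1.30 in ARV-771. In ARV-771 the change of sign came from the ranking, since all libraries ranked that way gave -0.55.

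The correlation of e1 repression with knockout was 0.70 over genes called in either and from 0.52 to 0.55 without each library. That of e1 activation with knockout was 0.01 with a mean of at least 50 counts, -0.20 over genes called in either and from -0.11 to 0.08 without each library. These are Spearman correlations. The Pearson correlation of e1 activation with knockout was -0.04 without CRISPRa control guide 2 and from -0.25 to -0.18 without each other library.

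Some changes of single genes reversed. In e1 repression FXR1 was -0.00 with library size only, and LINC01206 was 0.09 and 0.10 with limma on log2(TPM + 1) and log2(TPM + 0.1). In ARV-771 FXR1 was 0.05 with DESeq2, 0.05 with RLE and 0.08 with all libraries, but -0.46 with library size only, -0.63 with both limma fits and -1.08 with mitochondrial scaling. It was called with limma and with mitochondrial scaling. ATP11B, at 0.48 with TMM, was -0.20 with both limma fits and -0.60 with mitochondrial scaling. LINC01206, at 0.36 with TMM, was -0.10 with library size only, -0.22 and -0.35 with limma and -0.72 with mitochondrial scaling. Both were called with mitochondrial scaling only. In e1 activation BRD2 was 0.05 with both limma fits. TPM carries effective length, and the cause was not tested. Of the other single-gene results, 15 were weaker, 10 stronger and 425 the same.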

Other observations

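Of the tests in this part, those of mitochondrially encoded genes, gene length in ARV-771, reads of LINC01206 shared with other loci, LINC01206 among control cultures, correlation between genes and mean expression of the gene sets were chosen only after the result was seen.

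Other splits of the libraries were compared with the real one. In e1 repression, ARV-771 and e1 activation, 1 of the 3 splits of the 4 libraries, the real one, gave as many called genes, and in SOX2 knockout 1 of the 10 splits of the 5 libraries. In e1 repression and ARV-771, 1 of the other splits kept same-numbered libraries together, while the remaining one parted them as the real one did. With so few splits a share under 0.05 cannot be reached, so the designs cannot exclude guide or culture differences in this way. In e1 activation the exact test called 510 genes in the real split and at most 16 in the others. The other splits mix e1 and control libraries in each arm, which can widen the spread, so these counts do not exclude guide differences unrelated to e1. In simulated data with the spread of these libraries, 20.7% of the calls of the exact test were false, and 11.7% of those of the quasi-likelihood test. These shares depend on the number of genes changed there, 200, so they do not carry over to the 510 calls.

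After ARV-771, more genes rose with TMM scaling than with library size alone. All 15 mitochondrially encoded genes rose, by 0.50 to 1.17 on the log2 scale with a median of 1.00. They held 7.74% and 7.52% of counts, against 4.67% and 5.28% with DMSO. A fall of nuclear messenger RNA as a whole may therefore contribute, in which case TMM would understate falls. A rise of mitochondrial transcription itself was not excluded. Gene length (rank correlation with log2 fold change -0.23) and GC share (0.06) stayed under the limit of 0.3 set for them. The median of 79 ribosomal protein genes was 1.05 with TMM, a value that shifts with the scaling.

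LINC01206 differed between knockout guides, at 2.11 and 2.14 TPM with guides 2 and 3 and 47 TPM with guide 4, against 50.6 and 60.2 TPM in the controls. Control cells mixed into the library of guide 4 were tested on 2418 other responsive genes, whose median share of control expression was 12.8%, against 82.1% for LINC01206 and 40% for SOX2. Its expected counts were whole in 17 libraries, so reads shared with other loci did not account for it. Control cultures also differed, with 2.64 on the log2 scale between the knockout and the CRISPRi controls, which also differ in guide and in Cas9 form. Variation among KYSE140 cultures may therefore contribute to the pattern, and no effect of SOX2 on LINC01206 can be told apart from it.

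Control groups of KYSE140 differed from each other. Besides the knockout and CRISPRi controls, 596 genes were called between DMSO and CRISPRi controls and 2058 between knockout controls and DMSO. SOX2 was lower in DMSO than in the CRISPRi controls, with a log2 fold change of -0.59 and a Benjamini-Hochberg adjusted p of 2.3e-07 in the edgeR quasi-likelihood test.

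In SKMES1, replicates had a chi-square per degree of freedom of 28.8 between controls, the largest of all pairs, and of 13.3 between e1 guides. In KYSE140 it was 13.4 between knockout guides 2 and 4 and at most 6.78 in the other pairs. The genes named here were chosen after their values were seen. The tryptase gene TPSAB1 had 92.5 TPM in control library 1 and at most 0.44 TPM in the others, and TPSB2 and TPSD1 had 663 and 219 TPM there. Their expected counts were not whole, so the division among tryptases is uncertain. RNA from mast cells was tested with 8 marker genes, of which 0 were higher there by a factor of at least 2. A guide acting on a shared neighbourhood could not be judged, since among the 9 genes high in that library 0 pairs other than pairs of tryptases lay within 100 kb. KRT14 and CEACAM6 had 118 and 33.9 TPM in control library 2 and at most 0.31 and 0.08 TPM in the others. The expected counts of KRT14 and CEACAM6 were not whole, so their reads were shared with other genes. Most genes high in control library 2 had whole counts there. Among these were AQP3 (135 TPM, at most 5.09 TPM in the others) and COL17A1 (73.1 TPM, at most 1.19 TPM in the others). Among the 21 genes high in control library 2, 2 pairs lay within 100 kb, KRT14 with KRT9 and CEACAM6 with CEACAM5. Of 10000 random lists, 11 had as many. Only tryptase pairs were left out of this count, so genes with related names lying together were not separated from a guide acting there. The design gives no group in which to test a biological explanation.

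The gene set scores in e1 activation compare genes and not replicates. Camera gave p of 0.812 for the SOX2-activated and 0.531 for the SOX2-repressed set, with both sets shifted down. For the SOX2-repressed set, correlation between genes may account for the small permutation p. The score of the SOX2-repressed set also depended on control guide 2, without which it turned positive with genes ranked by log2 fold change, as given above. Several genes high in that library alone, KRT14 and CEACAM6 among them, belong to this set. Whether they carry the score was not tested. For the SOX2-activated set, whose score was 1.38, camera pointed the other way, and the median of -0.04 was below that of all 10000 random lists of the same mean expression, so a rise of this set was not shown. In ARV-771, 712 of 10000 random lists of the same mean expression had a median as high as the SOX2-activated set, so mean expression may account for its score. For the SOX2-repressed set in ARV-771, 3 of 10000 lists had a median as low, so mean expression did not account for its median. Camera gave p of 0.425 for it and the score of the top 200 genes was -1.17 (permutation p 0.144), so a fall of this set was not shown beyond correlation between genes.

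The NES of the SOX2-activated set in e1 repression was -3.74 here. It is further from 0 than the value quoted from the study above. The NES of the SOX2-repressed set in e1 repression was 3.69 here. That is higher than the value quoted from the study above. The NES of the SOX2-repressed set in e1 activation was -2.24 here. Its distance from 0 is larger than that of the value quoted from the study above. As given above, this score turned positive without control guide 2, with genes ranked by log2 fold change. The NES of the SOX2-activated set in e1 activation was 1.38 here, lower than the value quoted from the study above. The methods of the study did not state how genes were ranked or permuted for its scores. Scores here changed with the ranking, so a difference in size need not mean stronger or weaker enrichment.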
